A study of Mus musculus with 4 samples. Its data were reported in "Targeting retinoic acid receptor alpha-corepressor interaction activates chaperone-mediated autophagy and protects against retinal degeneration" (2022).

How the data were processed

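NIH-3T3 cells, an established mouse fibroblast line, were profiled on 4 one-colour Agilent whole-genome arrays. Per the labels, 1 array held RNA of untreated cells and 1 array each held RNA of cells kept for 24 h with 20 µM of AR7, CA39 or CA77. These compounds are small molecules made to raise chaperone-mediated autophagy (CMA), the uptake of single proteins into lysosomes. The compounds were dissolved in DMSO, while the label of the control gives no treatment, so a vehicle effect and a compound effect cannot be separated in changes that all 3 treated cultures share. Cells exposed to the receptor antagonist BMS614 were not analysed here.

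The authors labelled total RNA with Cy3, scanned 1 slide and extracted spot values with Feature Extraction 10.7.3.1. The deposited scanner values are spot intensities on a linear scale, with a local background and quality marks for each of 62976 spots per array. Of these spots 59305 carried gene probes, 3363 were positive controls and 308 were negative controls. The deposited series table was compared with the scanner values and held, at all 62976 spots of each array, the background-subtracted intensity, with no scaling between arrays and no log transformation. The study's methods name robust multiarray average (RMA) values, which were not used here.

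The main processing followed the steps of RMA as far as the spot values allow. Spot median intensity and local background median were corrected with the normal-exponential model of limma 3.58.1 (R 4.3.3) without an offset, over all spots including controls. The plan named the mean intensity of a spot, and the median was taken because the scanner values used here give it. Control spots were then left out, arrays were quantile normalized and values were put on the log2 scale. Spots marked as non-uniform or as population outliers were left out, which removed 142 spots on the untreated array, 328 on AR7, 328 on CA39 and 321 on CA77. No spot was saturated (0 on each array). The remaining spots of a probe were averaged, which left 55378 probes with a value on all 4 arrays out of 55681. A probe was counted as detected when over 50% of its spots were well above background in the scanner software's own test.

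Probes carry accessions and no gene symbols. Accessions were matched without versions to RefSeq transcripts and Ensembl identifiers of mouse assembly GRCm38.p6, which named 27512 of the 55378 probes and gave 20895 symbols. The other probes kept the name in the scanner files, so that 36838 gene names were compared. The array design cites an earlier build than this assembly, so no coordinates are given. Where several probes share a gene name, the probe with the highest mean over the 4 arrays was used, and other probes of a named gene are cited where they differ by more than the tolerance in a printed comparison.

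Each comparison is the log2 value of 1 treated array minus that of the untreated array. With 1 array per group there is no replicate culture, so no test was run and no p-value is given. A gene was called past 2-fold when the log2 difference was at least 1 in size and the gene was detected on at least 1 of the 2 arrays. A value not well above background was raised to the lowest normalized signal among detected probes of that array (log2 5.15 on untreated, 3.81 on AR7, 6.20 on CA39 and 5.69 on CA77), unless its own value was higher, and a fold against it is a lower bound. The AR7 floor came from 1 probe in a cluster of deviating spots, with the next detected probe at 4.95, so printed bounds use the floor at the 1st percentile of detected signal instead, chosen after the values were seen. A difference whose higher side was not detected was set to 0. Genes named by rank were taken only from differences measured on every array compared, since bounds have no order. This restriction was applied after values had been seen. The naming rule, set before the data were examined, covers all genes of the CMA network list, the 5 highest and 5 lowest among symbols past 2-fold with all 3 compounds, the 3 highest and 3 lowest per compound, and members of the other lists past 2-fold. Bounded genes are named separately. Not every gene that the rule covers is reported here. The lists other than CMA network, macroautophagy and lysosome, and retinoid response are given with the other observations.

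The only repeat measurements are spots of the 399 probes printed 10 times on each array. They give the error within an array, and not the error between cultures. The median SD over such spots, among detected probes, was 0.12 (log2) on untreated, 0.12 on AR7, 0.09 on CA39 and 0.10 on CA77. The difference of 2 arrays was therefore given a measurement tolerance of 0.16 (log2), the square root of 2 times the median of these SDs.

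Gene lists were fixed before the data were examined: CMA network, macroautophagy and lysosome, retinoid response, sterol synthesis, aryl hydrocarbon receptor, oxidative stress (NRF2), amino acid and ER stress (ATF4), cell division, immediate early and serum response, interferon response, fibroblast matrix and reference genes. The median log2 difference of a list was placed among the medians of 10000 random lists of the same size, drawn from named genes in 20 bins of mean level. This percentile describes these arrays and is no test. Because all comparisons share the untreated array, unchanged groups were simulated 100 times over the 20594 genes detected on all 4 arrays, with noise drawn by level from the AR7 and CA77 pair, the nearest arrays. This noise includes any real difference between these compounds.

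The fold rule was tested on simulated data. In each comparison 200 of 20594 genes were changed by at least 1.5 (log2), and all genes counted as detected. The rule recovered 100.0% of them for AR7 against untreated, 99.0% for CA39 and 99.0% for CA77. It called 132, 151 and 148 unchanged genes. All planted changes lay well past 2-fold, so high recovery was built in. Smaller changes and the floor for dim values were not tested. Spots that lay at least 1.5 (log2) above or below all the other 3 arrays were marked, after values were raised to one common level. Such a spot was called clustered when at least 3 others of the same array and direction lay within 3 rows and 3 columns. Shuffled positions (100 draws) gave the number that chance yields. The cluster rule was set after extreme values had been seen.

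Alternatives set beforehand were the 75th percentile of the processed signal, the processed signal with quantile normalization, cyclic loess in place of quantile normalization, a background offset of 50, no floor or filter, only genes detected on all 4 arrays, the median over probes of a gene and the deposited series table. For counts a 1.5-fold threshold and an interquartile range above 0.5 over the 4 arrays were added. Leaving out probes in clusters, keeping only probes in grid rows over 160 with either floor, and a floor at the 1st percentile of detected signal were chosen after seeing the data. Figures and tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.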

Results

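To ask how the CMA activators AR7, CA39 and CA77 act on gene expression, cultures of NIH-3T3 fibroblasts were compared with an untreated culture on 4 arrays, 1 per group. No group has a replicate, so every difference below compares 2 arrays and has no replicate check. The arrays had similar brightness, with a median net signal of 159 on untreated, 167.5 on AR7, 160 on CA39 and 138 on CA77 (scanner units). Fewer probes were detected on the treated arrays. Of 55378 probes, 69.7% were well above background on the untreated array, 52.9% on AR7, 52.2% on CA39 and 61.6% on CA77. By gene name, 20594 were detected on all 4 arrays and 2873 on the untreated array alone.

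All arrays came from 1 slide. The untreated array lay in row 1 of the slide and the treated arrays in row 2, so slide row and treatment cannot be told apart. The untreated, AR7 and CA39 arrays were read in scan 1 and CA77 in scan 2. With 1 array per group, no fit with scan as a term was possible.

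The arrays were first compared with each other over the 20594 genes detected on all of them. The SD of log2 differences from untreated was 0.29 for AR7, 0.45 for CA39 and 0.29 for CA77. AR7 and CA77 were the nearest pair, with an SD of 0.25. CA39 lay farther from AR7 (0.51) and from CA77 (0.49) than from the untreated array. The order of the pairs was moved most by using no floor and no filter, under which AR7 and CA77 differed by 0.52 and AR7 and untreated by 0.49.

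The differences from untreated were correlated across genes, which are not independent replicates. Pearson's r was 0.641 for AR7 and CA77, 0.101 for AR7 and CA39, and 0.180 for CA39 and CA77. Unchanged groups set against the same untreated array gave a median r of 0.499 in the simulation, with a range of 0.471 to 0.535 over 100 draws. Each draw gave the mean r of its 3 pairs, so single pairs would spread at least as widely. The value for AR7 and CA77 lay above that range, and both pairs with CA39 lay under it. The r of differences from the same array is set by the distances among the arrays compared. The value for AR7 and CA77 therefore restates that these arrays lay nearer to each other than to untreated. The values with CA39 likewise restate its larger distances. Neither is separate evidence on a shared response. The r of AR7 and CA77 moved most with no floor and no filter, to 0.421.

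**Figure D1:**
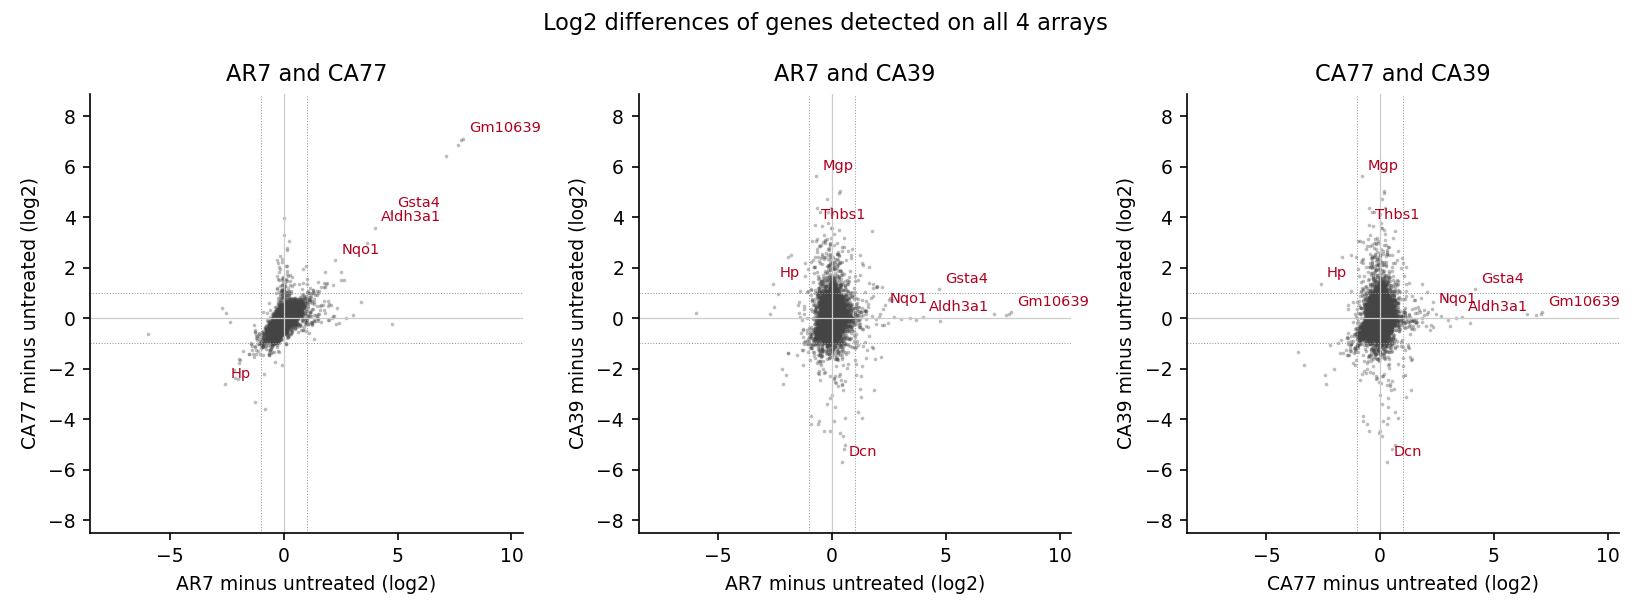
Log2 difference from the untreated array for each gene detected on all 4 arrays, with 1 pair of compounds per panel, each point 1 gene and dotted lines at a 2-fold change. AR7 and CA77 share a tail that ends at Gm10639 (7.86 with AR7 and 7.11 with CA77), while the CA39 differences spread along their own axis.

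With AR7, 556 genes were past 2-fold higher and 297 lower than in the untreated culture, out of 27855 compared. With CA39 the counts were 1076 higher and 400 lower, and with CA77 they were 695 higher and 210 lower. Detection decided many of these calls. With the floor at the 1st percentile of detected signal, they were 501 higher and 108 lower with AR7, 1030 and 324 with CA39, and 542 and 154 with CA77. Among genes detected on all 4 arrays, the totals fell to 167 for AR7, 693 for CA39 and 174 for CA77. In the simulation of unchanged groups over the same genes, the number past 2-fold was averaged over the 3 comparisons of a draw. This mean had a median of 148 and a range of 122 to 171, and single comparisons would spread at least as widely. The AR7 count lay within that range and the CA39 count lay far above it. The CA77 count lay just above it, which does not set it apart from a single unchanged comparison.

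The share of calls that were higher depended on the scaling. It was 65.2% with AR7 and 76.8% with CA77 in the main processing. For AR7 it rose to 75.7% with the 75th percentile scaling (697 higher and 224 lower), to 78.0% with the quantile-normalized processed signal (734 and 207) and to 78.4% with the deposited series table (692 and 191). For CA77 it fell to 64.7% with the 75th percentile scaling (861 and 469) and to 64.9% with the deposited series table (811 and 438). Under these scalings the median difference of all genes with CA39 was -0.12 in both the 75th percentile scaling and the deposited series table, against -0.04 in the main processing.

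The position of a probe on the array also entered the counts. In grid rows 1 to 160 of 384, 3.89% of genes were past 2-fold higher with AR7, against 0.681% in the rows over 160. The same shares were 4.85% and 0.807% with CA77 and 5.53% and 2.69% with CA39. In the rows over 160, more genes were lower than higher with AR7 (212 and 110) and with CA77 (170 and 131). With AR7 this rested on the floor, since the floor at the 1st percentile gave 72 lower and 95 higher in these rows, while CA77 kept 122 lower and 89 higher. With that floor the shares of genes higher were still 3.54% and 0.588% in the 2 regions with AR7 and 3.89% and 0.549% with CA77. With CA39, genes higher outnumbered those lower in the rows over 160 with either floor (435 and 254, then 426 and 200).

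Spots that deviated on 1 array alone lay next to each other more often than chance gives. On the AR7 array, 54 spots lay below all other arrays, and 32 of these were clustered, against 0 in each of the 100 shuffled layouts. Of the spots above all other arrays, 124 of 347 were clustered on AR7, 163 of 374 on CA77, 155 of 658 on CA39 and 13 of 76 on untreated. The highest numbers in shuffled layouts were 6, 9, 18 and 0. Of the 162 spots below all others on CA39, 0 were clustered.

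**Figure D2:**
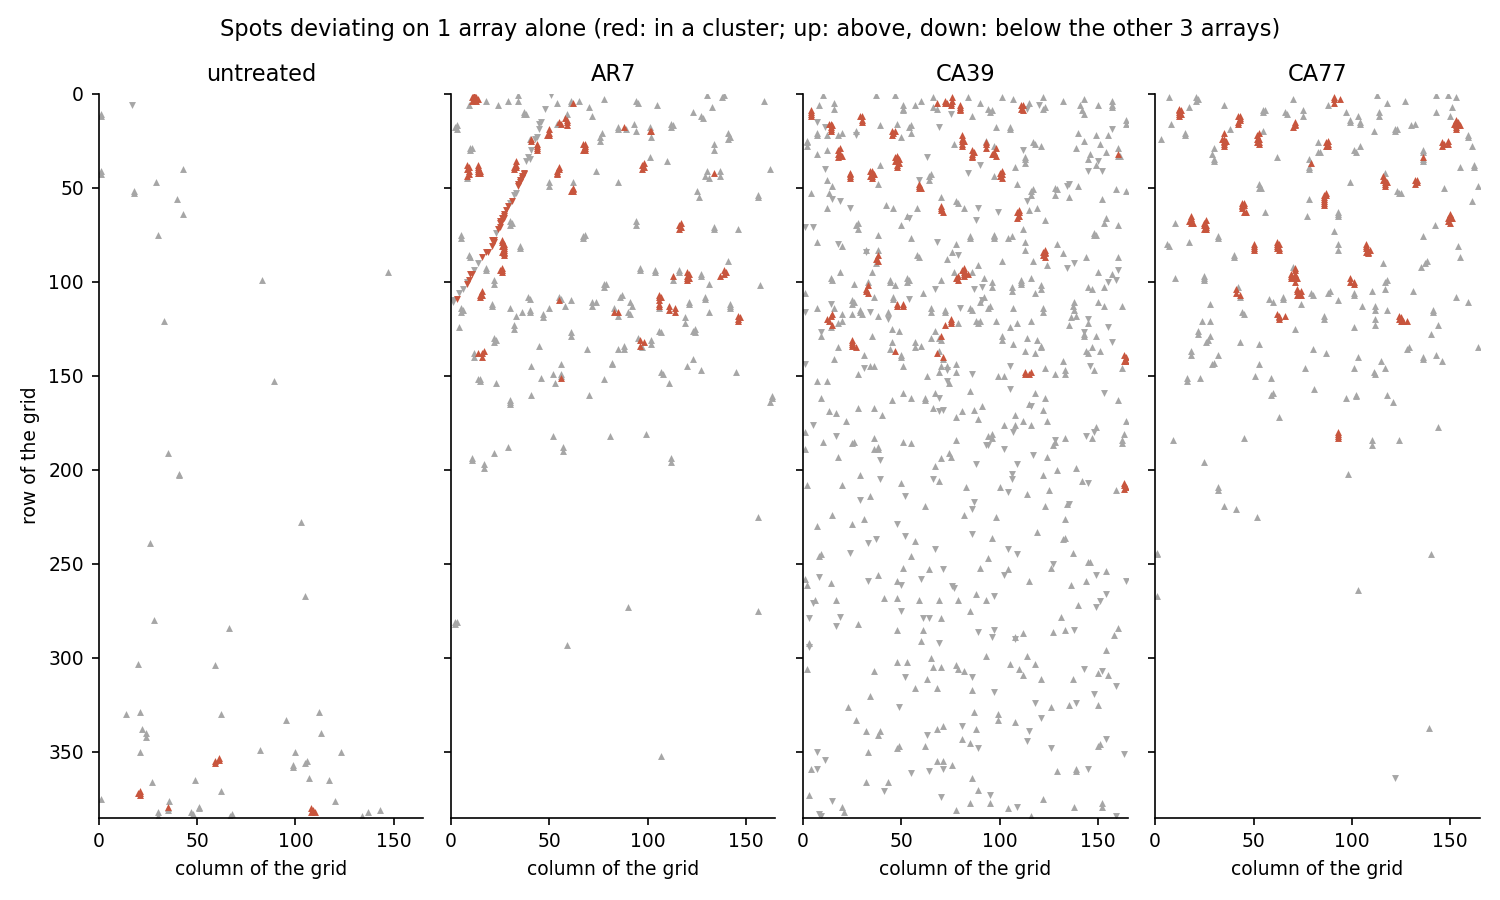
Position of spots that lay at least 1.5 (log2) above (upward triangles) or below (downward triangles) all the other 3 arrays, by row and column of the printed grid, with clustered spots in red and 1 panel per array. On AR7 the spots below the others form a line in the first 160 rows, while on CA39 the spots below the others are spread over the grid.

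Genes changed by all compounds were examined as the common response. In total, 84 genes were past 2-fold with all 3 compounds in one direction, 6 of them higher and 78 lower. Of the 78, 48 (61.5%) were detected on the untreated array only. Taking each treated array in turn as the odd one out gave larger counts of 318 for AR7, 1054 for CA39 and 350 for CA77. Among genes detected on all 4 arrays the shared count was 16, with 4 higher and 12 lower, and the simulation of unchanged groups gave a median of 48 and a range of 32 to 65. The number of shared genes was below what unchanged groups against 1 common control gave, with noise that includes the difference between AR7 and CA77.

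The 4 symbols higher with all compounds were the glutathione transferase Gsta4, Ptgr1, Fyb and Slc1a2. Gsta4 rose by 4.69 (log2) with AR7, 1.15 with CA39 and 4.18 with CA77. The differences of Ptgr1 were 1.82, 1.37 and 1.82 in the same order, those of Fyb were 1.62, 1.41 and 1.25, and those of Slc1a2 were 1.03, 1.66 and 1.03. A second probe of Fyb moved the same way by 0.92, 0.61 and 0.59, under 2-fold. The 4 symbols lower with all compounds and detected on all arrays were Ushbp1, Gm5901, Rsad1 and Gm11567. Ushbp1 fell by 2.03 with AR7, 2.25 with CA39 and 2.41 with CA77, but its probe lay in a cluster on the untreated array, and another probe lay 0.49 above untreated with AR7 and 0.50 with CA77 and was not well above background with CA39. The differences of Gm5901 were -2.18, -2.00 and -2.03, those of Rsad1 were -1.52, -1.47 and -1.41, and those of Gm11567 were -1.32, -1.26 and -1.52.

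With AR7 the highest measured differences were those of Gm10639 (7.86), Gm3776 (7.64) and Gsta2 (7.50). With CA77 they were Peg3 (7.76), Gm10639 (7.11) and Gm3776 (6.85). With CA39 the differences were 0.25 for Gm10639 and 0.15 for Gm3776, and Gsta2 was not well above background. Gm10639, Gm3776 and Gsta2 are closely related copies that lie together on 1 chromosome, so which copy a probe measured is uncertain. A second probe of Gm10639, not well above background on the untreated array, had bounds of 4.29 with AR7 and 3.36 with CA77 against the floor at the 1st percentile. A second probe of Peg3 changed by 0.17 with CA77, so the probes of this gene disagree.

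The lowest measured differences with AR7 were those of Rnft2 (-5.99), Hp (-2.59) and N4bp2 (-2.54), and the spots of Rnft2 and N4bp2 lay in a cluster on that array. With CA77 the lowest were Hp (-2.62), Ushbp1 (-2.41) and Crhr2 (-2.15), and the latter 2 lay in a cluster on the untreated array. Hp was higher with CA39 by 1.37. Genes with a bound fall outside the ranking, and those named here were chosen after their values were seen. The AR7 floor was set by 1 outlying probe that lay in a cluster, so bounds are given against the floor at the 1st percentile. Among genes not well above background with AR7, they were -10.04 for Mybbp1a, -6.24 for Cdk5rap3 and -4.38 for Dcaf15. The spots of Mybbp1a and Dcaf15 were clustered on the AR7 array. The Cdk5rap3 probe was not called clustered, but it lay far below all other arrays. All 54 spots that lay below the others on AR7 were in grid rows 1 to 160. Mybbp1a, Cdk5rap3 and Dcaf15 each stayed within 1.15-fold of untreated with the other compounds. The drop of Cdk5rap3 may therefore be a defect of the array surface too.

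CA39 gave other genes. Its highest measured differences were those of Mgp (5.62), Strip2 (5.19) and Tnfrsf11b (4.86), of which Strip2 lay in a cluster and had another probe at 0.40. Its lowest were Dcn (-5.69), Cxcl5 (-5.18) and Cxcl1 (-5.01). The same 3 genes differed by 0.46, 0.52 and 0.58 with AR7 and by 0.31, 0.51 and 0.65 with CA77. Of the genes with a bound, likewise chosen after their values were seen, Blnk was at -7.04 with CA39 against the floor at the 1st percentile. Postn was at 8.31 and P2ry14 at 7.11, and both were not well above background on the other arrays.

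Different probes of 1 gene gave a check within arrays. Over 3271 genes with 2 probes detected on all arrays, the log2 differences of both probes were correlated with r of 0.501 for AR7, 0.680 for CA39 and 0.453 for CA77. Of the genes past 2-fold by the brighter probe, the second probe was past 2-fold in the same direction for 7 of 10 with AR7, 42 of 82 with CA39 and 3 of 14 with CA77.

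The CMA network was examined next, as the pathway the compounds were designed to raise. All 18 genes of the list were detected on every array, and by the brightest probe of each gene 0 were past 2-fold with any compound. Past 1.5-fold there was 1 gene, Nfatc1 with CA39. The differences of 14 genes with AR7, 12 with CA39 and 9 with CA77 were within the tolerance of 0.16 set by replicate spots. Lamp2, whose LAMP2A form the study names as the CMA receptor, differed from untreated by 0.09 with AR7, 0.02 with CA39 and 0.18 with CA77. A second probe gave 0.23, -0.07 and 0.22. Probes were named by gene here, so these values are not known to be those of the LAMP2A form. The chaperone Hspa8 differed by 0.07, -0.04 and 0.01. In the same order the values were -0.06, -0.06 and 0.13 for Hsp90aa1, 0.04, -0.09 and 0.09 for Hsp90ab1, and 0.03, -0.02 and 0.25 for Dnajb1.

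Ctsa differed by 0.36, 0.53 and 0.30, with another probe, not well above background on AR7, at 0.48 with CA39 and 0.18 with CA77. Nfatc1 differed by 0.12, -0.75 and 0.22. A second probe of Nfatc1 gave 0.35, -0.56 and 0.39. Nfe2l2 differed by 0.20, -0.22 and 0.46, and Gfap by -0.11, -0.40 and -0.43. Another Gfap probe was well above background on the AR7 array alone, where its bound was 1.88 against the floor at the 1st percentile. Rara, which encodes the retinoic acid receptor alpha, differed by -0.21, 0.43 and -0.10, and a second probe gave -0.20, 0.38 and -0.03. Ncor1, which encodes its corepressor, differed by 0.10, 0.13 and 0.17, and its other probes by -0.07, 0.25 and -0.03, and by 0.13, 0.46 and 0.20. The remaining values were 0.10, 0.07 and 0.14 for Eef1a1, -0.07, 0.25 and 0.21 for Phlpp1, 0.12, 0.13 and 0.16 for Rac1, and 0.02, -0.01 and 0.12 for Rictor. They were 0.12, 0.05 and -0.05 for Akt1, 0.17, -0.07 and 0.15 for Akt2, and -0.06, 0.11 and 0.12 for Rab11a. Other probes gave -0.09 for Eef1a1 with CA77, -0.06 and -0.15 for Rac1 with AR7 and CA77, and -0.08 for Akt2 with AR7.

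**Figure D3:**
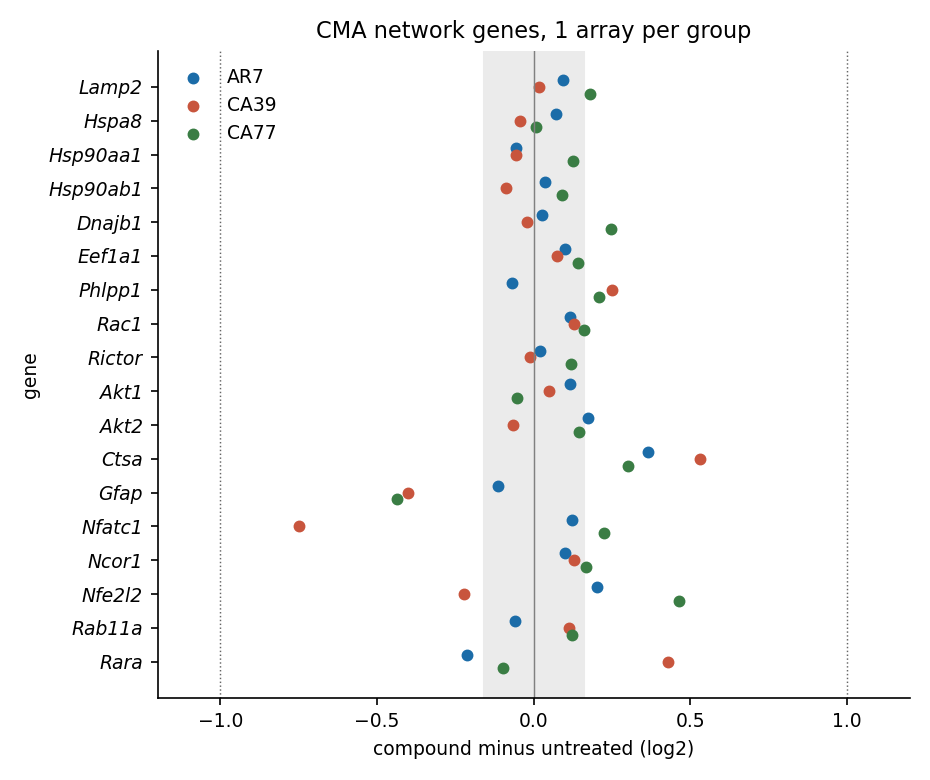
Log2 difference from the untreated array of the 18 CMA network genes, 1 point per gene and compound. The grey band is the tolerance of 0.16 from replicate spots and dotted lines mark a 2-fold change, which none of the points reaches.

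The median of the CMA network list was 0.08 with AR7, 0.00 with CA39 and 0.14 with CA77. These medians were at percentiles 99.1, 58.8 and 99.96 of random lists matched on mean level. The study scores CMA with a direction for each gene, since some genes lower it. A list median has no such direction, so it does not tell whether CMA was raised. With the 75th percentile scaling, the AR7 median changed sign to -0.022 (percentile 81.3), where the median of all genes was -0.049, and the CA39 median became -0.11, near the shift of all genes given above. The CA39 median had the sign of the main value under 4 of 8 alternatives. The CA77 median stayed between 0.09 and 0.15 under all 8 alternatives.

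Macroautophagy and lysosome genes were compared to see whether another degradation route moved. All 46 were detected, and the medians were 0.07 with AR7, 0.16 with CA39 and 0.11 with CA77, at percentile 99.8 with AR7, above all random lists with CA39, and at percentile 99.97 with CA77. These medians are no larger than those of the CMA list in 2 of the 3 comparisons, and all stayed above 0 under the 8 alternatives. The CA39 median moved most, to 0.06 with the 75th percentile scaling.

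Retinoid response genes were compared because the compounds bind a retinoic acid receptor. Of 16 genes, 13 were detected in the AR7 and CA39 comparisons and 14 in that of CA77. The medians were 0.02, 0.00 and -0.11, at percentiles 75.1, 57.8 and 5.01. The AR7 median ranged from -0.01 to 0.05 over the 8 alternatives and changed sign, and the CA77 median ranged from -0.12 to -0.07. Members past 2-fold were Crabp1 (2.87) and Stra6 (-1.22) with CA39 and Rarb with CA77, at 3.52 against the floor at the 1st percentile. The Rarb spot lay in a cluster on the CA77 array, and a second probe was not well above background on any array.

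**Figure D4:**
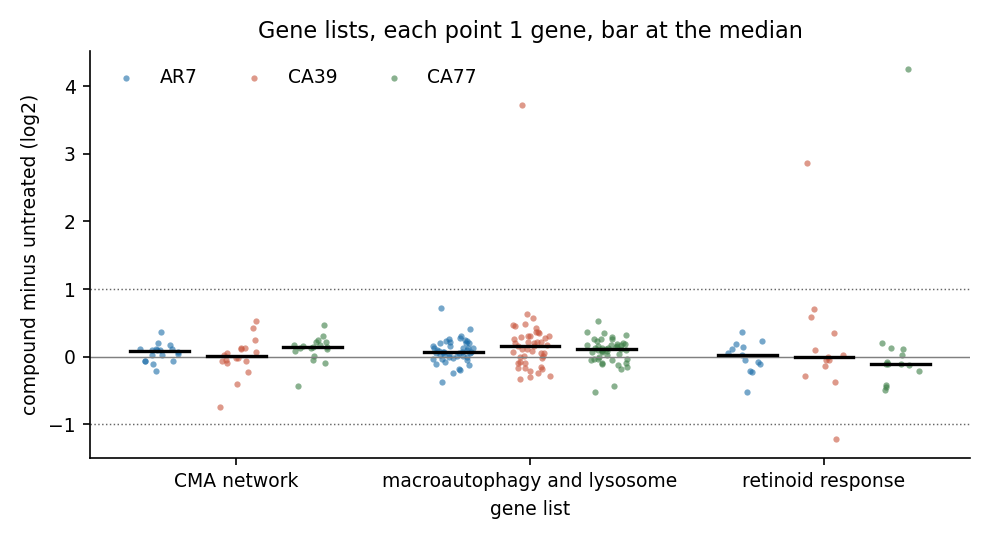
Log2 difference from the untreated array for each detected gene of 3 lists (points) and the list median (bars), by compound. The medians lie between -0.11 and 0.16, within the dotted lines at a 2-fold change, and those near 0 change sign with the scaling (AR7 and CA39 in the CMA network and retinoid lists).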

Values the study reported

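The study reported changes in 8 of the 17 components of the CMA network after treatment with the compounds. Beyond these, 26 additional genes were described as modulated, of which 11 were coding. Among the 26, 14 changed with every compound. The other 12 changed with all compounds but one, and a similar trend was reported for the remaining compound. For the 17 CMA network components, changes in expression with the compounds were also reported from quantitative PCR in independent experiments.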

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

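The alternatives that leave out probes in clusters, keep only probes in grid rows over 160 with either floor or use a floor at the 1st percentile of detected signal were chosen only after the results were seen, and the others were set beforehand. The cause of a change was not tested unless stated.

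Of 56 recomputed counts of genes past 2-fold, 35 stayed within 1.5 times the main count. With a 1.5-fold threshold, which admits smaller changes by construction, the counts were 1812 for AR7 (914 higher and 898 lower), 3299 for CA39 (1932 and 1367), 2192 for CA77 (1198 and 994) and 262 shared by all compounds (31 and 231). Among genes detected on all 4 arrays, which leaves fewer genes to count, they were 167 for AR7 (120 and 47), 693 for CA39 (455 and 238), 174 for CA77 (101 and 73) and 16 shared (4 and 12). A background offset of 50 gave 559 for AR7 (408 and 151) and 554 for CA77 (433 and 121). The quantile-normalized processed signal gave 1465 for CA77 (1056 and 409) and 127 shared (14 and 113). The 75th percentile scaling gave 143 shared genes (10 and 133), and no floor gave 218 (65 and 153). In grid rows over 160, again with fewer genes, the counts were 322 for AR7 (110 and 212), 689 for CA39 (435 and 254) and 301 for CA77 (131 and 170). The same rows with the floor at the 1st percentile gave 167 for AR7 (95 and 72), 626 for CA39 (426 and 200), 211 for CA77 (89 and 122) and 43 shared (1 and 42).

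With no floor and no filter on dim probes, the correlation across genes was 0.230 for AR7 and CA39 and 0.421 for AR7 and CA77, and the SD of log2 differences was 0.52 between AR7 and CA77, 0.49 between untreated and AR7 and 0.47 between untreated and CA77. In grid rows over 160 the correlation of AR7 and CA77 was 0.748. The other 27 of 30 correlations stayed within 0.1 of the main value, and 45 of 48 distances stayed within the tolerance.

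Of 288 recomputed list medians, 284 stayed within the tolerance of 0.16. The exceptions were the ATF4 list with CA39 at 0.47 (no floor) and 0.41 (genes detected on all 4 arrays), the aryl hydrocarbon receptor list with CA77 at 0.41 and the matrix list with CA39 at 0.78 (both with no floor). None of these 4 changed sign. The spread of replicate spots moved by less than the tolerance in all 20 recomputed values. A fall could not exceed it, because the main SDs were 0.12 or less. The lowest recomputed SDs were 0.050 on AR7, 0.035 on CA39, 0.044 on CA77 and 0.060 on untreated. The tolerance of 0.16 therefore rests on the main processing, and these settings would give a smaller one.

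Of 2877 recomputed differences of named genes, 2454 stayed within the tolerance, 419 moved by more and 4 reversed. Sult1a1 with CA77, a gene with a bound, was -0.048 with the deposited series table and -0.0023 without probes in clusters. Ushbp1 was 0.49 with AR7 and 0.50 with CA77 without probes in clusters, where another probe of the gene took its place. Signal over background limits the calls that rest on a dim value, since the detection limit differs between arrays.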

Other observations

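The tests below were chosen only after the result was seen, except the simulation of shared genes and the correlation between probes for CA39. The second-probe test of glutathione transferases was loosened after its first form held 0 genes, and the CMA list test was replaced because its first form ignored the shift of all genes. The arrays are single, so each pattern is a property of these 4 arrays, and slide row and treatment stay confounded.

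Fewer probes were well above background on the AR7 and CA39 arrays than on the untreated array, by a factor of 1.31 and 1.32 in spots. With 1 common limit on the net signal, untreated had 0.975 times the spots of AR7 and 0.983 times those of CA39. The additive noise term of the scanner software was 5.33 on untreated, 16.1 on AR7 and 15.5 on CA39. A candidate explanation is therefore the detection limit that this term sets (ratio 0.975 under the common limit). The common limit was set from a robust SD of the negative controls after a plain SD had been tried, which bright defect spots inflated.

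Genes lower with all compounds outnumbered those higher. Of the 78 lower, 61.5% were well above background on the untreated array only. Taking AR7 or CA77 as the odd array gave similar shares of such genes (53.4% and 51.4%) and higher numbers of them (155 and 178, against 48 for untreated). Whether the lower detection limit of the untreated array accounts for its share is therefore left open. Among genes detected on all 4 arrays the 16 shared genes were fewer than the lowest of the simulated counts (32). The simulated control took its noise from AR7 and CA77, which had 347 and 374 spots above all other arrays, against 76 on untreated. The simulation may therefore overstate the deviation of the 1 untreated array. Whether that deviation gives the 16 genes is left open.

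The drop-outs of bright probes on the AR7 array may come from a defect of the array surface, since 59.3% of the spots below the other arrays lay in clusters, in the line that the map of deviating spots shows. Bright clusters were present on the other 3 arrays too, with 13 clustered spots on the array with the fewest, untreated, where shuffled layouts gave 0. Of 35 probes in clusters on the treated arrays whose gene had another probe, 2 had the change shared by it, and untreated was not part of this count.

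Genes higher outnumbered those lower with AR7 and CA77, and the array surface may have a part in this. In grid rows over 160 the share of genes higher was at most 0.807% and no longer exceeded the share lower. With the floor at the 1st percentile this held for CA77 but not for AR7 (95 higher and 72 lower), so the cause is left open. With CA39 it was 2.69% in those rows and still exceeded the share lower (1.57%), which argues against the surface as the whole cause there. Row 160 was chosen after the map was seen.

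The CA39 array lay apart from the others. A defect of the surface or of single spots is argued against by the second probes of genes, whose CA39 differences correlated with r of 0.680. The scaling is argued against too, since the CA39 distance from untreated was at least 1.48 times the larger of the AR7 and CA77 distances over 6 scalings. CA39 shares its scan and slide row with AR7, yet the SD between these arrays was 0.51. With 1 array per group, a compound effect and another culture, passage or label of the cells cannot be told apart.

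Medians of the other lists are given for AR7, CA39 and CA77 in this order. They were -0.49, 0.85 and -0.49 for sterol synthesis, -0.08, 0.65 and -0.15 for the ATF4 list, and -0.43, 1.00 and -0.37 for fibroblast matrix, and these signs held under all 8 alternatives. They were -0.01, -0.31 and -0.06 for cell division, -0.24, -0.33 and 0.08 for immediate early genes, and these signs held as well. The interferon list gave -0.49, -0.05 and -0.42, and its CA39 value changed sign under 3 of 8 alternatives. Reference genes gave -0.06, 0.02 and -0.04, and their CA39 value changed sign under 3 of 8. The aryl hydrocarbon receptor list, with 3 of 6 genes detected, gave 0.04, 0.04 and 1.15, and the values with AR7 and CA39 changed sign under some alternatives.

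With CA39 the ATF4 list members Chac1 (1.99), Trib3 (1.48) and Ddit4 (1.30) were higher, as were Fgf21 (2.64) and Vldlr (1.83) against the floor at the 1st percentile. In the matrix list Thbs1 (3.70), Fn1 (1.47), Spp1 (1.35), Lox (1.29) and Col1a1 (1.06) were higher with CA39, besides Postn, while Col1a1 was -1.04 with AR7 and Acta2 was -1.03 with CA77. Among immediate early genes Ier3 was 1.01 with AR7, -1.67 with CA39 and 1.36 with CA77, and Ccn2 was -1.18, 1.65 and -0.71. Egr1 (-1.01), Ier2 (-1.30), Jun (-1.12) and Ccn1 (-1.14) were lower with CA39. In the interferon list Bst2 (2.88) and Isg15 (1.03) were higher and Cxcl10 (-1.30) was lower with CA39, and Ifit1 was -1.43 with AR7 and -1.01 with CA77. The bounds of Egr3 and Rsad2 were under 2-fold against the floor at the 1st percentile. In the aryl hydrocarbon receptor list Aldh3a1 was 3.998 with AR7 and 3.59 with CA77, and Cyp1b1 was 1.34 with CA39 and 1.15 with CA77. In the NRF2 list Slc7a11 was 1.65 with AR7 and 2.05 with CA39, and Hmox1 was 1.21 with CA39.

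The opposite signs of the sterol list are unlikely to come from the scaling, since the lowest CA39 median over the other scalings was 0.70. The higher level with CA39 than with AR7 and CA77 is also unlikely to come from the untreated array, since CA39 exceeded AR7 by 1.19 and CA77 by 1.23 when compared directly. The negative medians of AR7 and CA77 stay open, as CA77 differed from AR7 by 0.027 only and a deviation of the 1 untreated array would give both alike. Whether sterol synthesis genes respond to CA39 itself remains a hypothesis, as the difference between cultures stays open. Members past 2-fold with CA39 were Nsdhl (1.18), Insig1 (1.15), Hmgcs1 (1.11), Cyp51 (1.04), Mvk (1.02) and Lss (1.01).

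Glutathione transferase and NRF2 list genes were higher with AR7 and CA77. The NRF2 list medians were 0.89 with AR7, 0.02 with CA39 and 0.46 with CA77, the CA39 value changing sign under 3 of 8 alternatives. Of 21 detected Gst symbols, 5 were past 2-fold higher and 1 lower with AR7, 5 higher and 1 lower with CA77, and 2 higher and 4 lower with CA39. Nqo1 rose by 2.25 with AR7 and 2.29 with CA77, and Aldh3a1 by 3.998 and 3.59, with a second probe at 4.67 and 4.41. Deviation of the untreated array is argued against by the medians against CA39, the smaller of which was 0.36. AR7 and CA77 were read in different scans (scan numbers differ by 1), which argues against the scan or the slide row, as CA39 shares the row. A defect of single spots is argued against by the 4 second-probe values past 2-fold, for the genes they cover. They come from Gsta3 (3.03 with AR7 and 2.48 with CA77) and Gm10639 only, each counted with both compounds. The Gm10639 probe was not well above background on the untreated array, so its values are bounds. Binding of 1 transcript to probes of near-identical copies does not account for the whole pattern, since the median AR7 difference of the 8 NRF2 list genes outside the family was 0.82, although that of CA77 was smaller at 0.31. An oxidative or electrophile response to AR7 and CA77 may be a candidate explanation, stated as a hypothesis only.

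The large changes of Peg3 and Rarb with CA77 may come from a signal of 1 spot that the transcript did not give. The other Peg3 probe changed by 0.17, and the Rarb spot lay in a cluster.

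The CMA network list median with AR7 lay above that of all genes by at least 0.027 over the other scalings, but its percentile among random lists fell to 81.3, so the scaling may have a part in it and this is left open. With CA77 the margin was at least 0.13, which argues against the scaling.

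By the brightest probe of each gene, 0 of 18 CMA network genes were past 2-fold with any compound, while another Gfap probe, not well above background on untreated, had a bound of 1.88 with AR7 against the floor at the 1st percentile. The count is lower than the number quoted from the study above, whose criterion for a change may differ from the fold rule used here. The gene list used here and the set of components counted in the study differ in size, so they are not the same set. The study also measured its components by quantitative PCR in independent experiments, while the arrays here have no replicate culture. The counts are therefore not directly comparable. The number of genes past 2-fold with all compounds was 84, of which 16 were detected on all 4 arrays. That is higher than the number quoted from the study above for all compounds, with criteria that are not the same.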
